A study of Mus musculus with 24 samples. Its data were reported in "KAT6A is essential for developmental control gene expression in neural stem and progenitor cells" (2026).

How the data were processed

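Neural stem and progenitor cells (NSPCs) are cells taken from the embryonic brain that divide in culture and can form neurons and glia. Their source was the dorsal telencephalon, which gives rise to the cortex, of mouse embryos at embryonic day 12.5 with both, one or no functional *Kat6a* alleles (*Kat6a*+/+, *Kat6a*+/– and *Kat6a*–/–). *Kat6a* encodes a histone acetyltransferase. RNA was collected after 3 days in medium that keeps the cells dividing (proliferating) or after 3 days on a coated surface with serum in place of growth factors (differentiating). Per the labels, RNA was extracted with one kit in proliferating cells and with another in differentiating cells, so that kit and condition cannot be told apart. Stranded libraries of polyadenylated RNA were made from 200 ng of RNA. The labels give a genotype, a condition, a replicate number and a litter for each of 24 libraries, which make 6 groups of 4.

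The authors aligned the reads to the mm39 mouse genome with Rsubread and deposited raw counts of reads per gene for each library, made with featureCounts and a strict RefSeq annotation. Neither the software versions nor the strand setting of the counting was stated, so genes that overlap on opposite strands and near-identical copies such as protocadherin and ribosomal protein paralogs carry some uncertainty. Each table held 26411 genes. A biotype was matched by Entrez identifier in a RefSeq gene table for 26359 of them. No biotype was found for 52 genes, which counted as protein-coding only where GENCODE vM39 gave that type. By this rule 21048 genes were protein-coding. Positions on mm39 were taken by symbol from GENCODE vM39, which gave one position for 25623 genes. Library totals ranged from 7826660 to 40838203 counts.

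The fits followed the methods the study states, but reproduced neither its numbers of tested genes nor its numbers of called genes, most of all in differentiating NSPCs, and the reason is not known. Protein-coding genes that passed filterByExpr of edgeR with default settings were kept, and *Xist* and the genes unique to the Y chromosome were removed. This left 12284 genes in proliferating and 13347 genes in differentiating NSPCs. Library sizes were scaled by TMM factors. Proliferating libraries were fitted with limma-voom, with the litter as a random block (within-litter correlation 0.287) and robust empirical Bayes moderation. Differentiating libraries were fitted with limma-trend on log2 CPM (counts scaled to a common library total, prior count 2), with library quality weights from arrayWeights and robust moderation. Each fit held the 12 libraries of a condition, so the 3 genotypes shared one estimate of the spread. A limma-voom fit of all 24 libraries with litter as a random block (within-litter correlation 0.00364) tested 13594 genes and gave the contrast between conditions in *Kat6a*+/+ NSPCs and the interaction of condition and *Kat6a*–/– genotype. Standard errors of all contrasts were computed exactly under the weights. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at a false discovery rate (FDR) under 0.05. Unless a sentence says otherwise, an FDR printed for a gene comes from these limma fits. CPM printed for genes are computed from the counts and TMM-scaled library totals without weights, apart from those of Y-linked reads, *Xist* and fibroblast transcripts, which use the totals alone. A fitted log2 fold-change in differentiating NSPCs can therefore differ from the ratio of 2 mean CPM.

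Gene sets were tested with cameraPR on the moderated statistics with a preset inter-gene correlation of 0.01, adjusted over all sets with at least 3 tested members, with fry and an exact two-sided permutation of the 4 against 4 libraries beside it. The smallest p such a permutation can give is 0.0286. The sets were 26 lists, of which 8 were named by the study from these libraries and are not independent evidence. The *Kat6a*+/– profile was set against the *Kat6a*–/– profile by Pearson's r across genes, with a one-sided exact permutation of the *Kat6a*+/+ and *Kat6a*+/– labels over their 8 libraries (70 splits), and by roast with rotations. Both contrasts use the same *Kat6a*+/+ libraries, so unchanged *Kat6a*+/– groups were simulated to give the expected r without any effect. The simulations do not give its spread, since they drew each gene independently. The lists, the tests, the rule for named genes and most alternatives were fixed before the data were examined. The rule named 13 listed genes, the 5 largest rises and 5 largest falls per condition among called genes with a fitted average log2 CPM above 0 and all 4 *Kat6a*–/– libraries outside the *Kat6a*+/+ range, the 3 smallest p-values for *Kat6a*+/– per condition and the 3 largest interaction estimates on each side. One gene the rule named is not reported here.

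Replicate numbers were checked for pairing by correlating deviations from the group means. The lowest chi-square per degree of freedom between any 2 replicates of a group was 5.81, so no pair of libraries was alike within sampling noise. The scripts were tested on simulated counts with 200 changed genes. The limma-voom step recovered 197 of them over 12215 genes in a *Kat6a*–/– against *Kat6a*+/+ comparison, the limma-trend step 193 over 13261 genes, the edgeR step 199 over 12232 genes, the DESeq2 step 191 over 13263 genes with 12.8% of its calls false, and the 24-library step 182 for the interaction over 13418 genes. Alternatives were edgeR quasi-likelihood, DESeq2, the other condition's limma pipeline, other scaling and filters, litter as a fixed term or left out, the embryo or the replicate number as a block, a Y-linked covariate, no quality weights, libraries thinned to the smallest total, and leaving out each library in turn. Software versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and statmod 1.5.0. Chromatin profiling from the same study was not analysed here.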

Results

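Messenger RNA was profiled in 24 NSPC libraries, 4 for each of 3 genotypes in each of 2 conditions. Proliferating libraries came from 5 litters and differentiating libraries from 7 litters, and 6 embryo labels occurred in both conditions. Total counts per library ranged from 7826660 to 40838203. Reads of Y-linked genes above 100 CPM were present in 3 of 4 *Kat6a*+/+ libraries and in 1 of 4 libraries of each mutant group, in both conditions, and *Xist* was present in the others. Sex and genotype were therefore partly confounded. Litter and genotype were partly confounded as well, and fits with litter as a fixed term were added for this. A library alone in its litter adds nothing to such a fit. Fewer calls under that fit therefore do not by themselves show an effect of litter.

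The targeted gene was examined first. *Kat6a* (Entrez 244349; mm39 chromosome 8, 23349545 to 23433275) was at 393 ± 11.7 CPM in proliferating *Kat6a*+/+, 355 ± 13.8 CPM in *Kat6a*+/– and 362 ± 24.5 CPM in *Kat6a*–/– NSPCs (mean ± SD, n = 4). The fitted log2 fold-change in *Kat6a*–/– was −0.13 (SE 0.06, FDR 0.101). In differentiating NSPCs, *Kat6a* was at 266 ± 24.4, 234 ± 17.4 and 190 ± 41.6 CPM in the same order (mean ± SD, n = 4). The log2 fold-change in *Kat6a*–/– was −0.69 (SE 0.08, limma FDR 3.36e-05), but it was −0.35 (FDR 0.249) without *Kat6a*–/– replicate 3 and −0.41 (FDR 0.151) without *Kat6a*–/– replicate 1, and litter as a fixed term gave −0.64 (FDR 0.0537). In proliferating NSPCs the single libraries, replicates 1 to 4, had 398.9, 391.7, 404.8 and 377.6 CPM in *Kat6a*+/+, 346.2, 365, 368.4 and 340.5 CPM in *Kat6a*+/–, and 396.5, 361.9, 345.1 and 343.8 CPM in *Kat6a*–/–. In differentiating NSPCs they had 290.2, 236.3, 255.7 and 280.5 CPM, 240.2, 227.1, 254.5 and 213.9 CPM, and 160.4, 249.8, 163.3 and 186.6 CPM. The *Kat6a*–/– libraries overlapped the *Kat6a*+/+ range in both conditions. *Kat6a* counts over the whole gene do not check the genotype labels.

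The first principal component of log2 CPM held 52.4% of the variance in proliferating NSPCs. The *Kat6a*–/– libraries lay between 21.8 and 56.1 on it and the *Kat6a*+/+ libraries between −33.9 and −14.8. In differentiating NSPCs it held 47.2%, with *Kat6a*–/– libraries between 17.4 and 79.4 and *Kat6a*+/+ libraries between −39.5 and −16.9. *Kat6a*+/– libraries lay between −22.7 and 21.6 in proliferating NSPCs and between −33.2 and −2.18 in differentiating NSPCs.

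**Figure D1:**
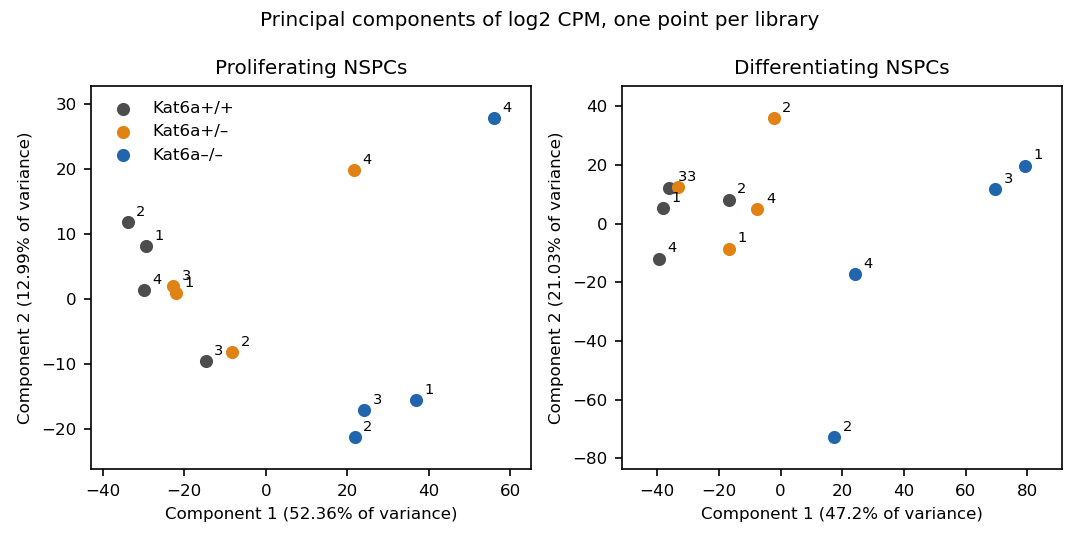
First and second principal components of log2 CPM (arbitrary units) in proliferating and differentiating NSPCs, one point per library, numbered by replicate and coloured by genotype. The *Kat6a*–/– libraries lie to the right of all *Kat6a*+/+ libraries in both conditions, and *Kat6a*–/– replicate 4 lies apart on the second component in proliferating NSPCs at 27.87.

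To ask which genes depend on *Kat6a* in dividing cells, proliferating *Kat6a*–/– and *Kat6a*+/+ NSPCs were compared. Of 12284 genes tested, 3688 were called, 1994 higher and 1694 lower in *Kat6a*–/–. Their median absolute log2 fold-change was 0.49. Among called genes, 776 changed by more than 1 on the log2 scale, 515 higher and 261 lower. The alternative that moved the count most was litter as a fixed term, which called 1936 genes, 1875 of them also called above. Without *Kat6a*+/+ replicate 1, the library with the largest total, 2318 genes were called.

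In differentiating *Kat6a*–/– vs. *Kat6a*+/+ NSPCs, 7260 of 13347 genes were called, 3563 higher and 3697 lower, with a median absolute log2 fold-change of 0.58. Changes of more than 1 on the log2 scale were found for 2109 called genes, 1210 higher and 899 lower. This count rested on the quality weights and on single libraries. *Kat6a*–/– replicate 3 carried 68.9% of the weight of its group and replicate 2 carried 4.23%. Without the weights, 3097 genes were called, of which 3089 were among the 7260. The count was 943 without *Kat6a*–/– replicate 3, 306 higher and 637 lower, and 1213 without *Kat6a*–/– replicate 1, 443 higher and 770 lower. The largest drop among the other settings was to 1794 genes with litter as a fixed term. *Kat6a*+/+ replicates 1 and 2 and *Kat6a*–/– replicate 4 are alone in their litters and add nothing to that fit. Its contrast rests on litters 4633 and 4746, so the lower count can come from fewer libraries. The share of higher genes was 49.1%, but with library totals in place of TMM factors 8307 genes were called and 31.7% of them were higher, since the median log2 fold-change of all genes then lay at −0.17 against −0.02.

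**Figure D2:**
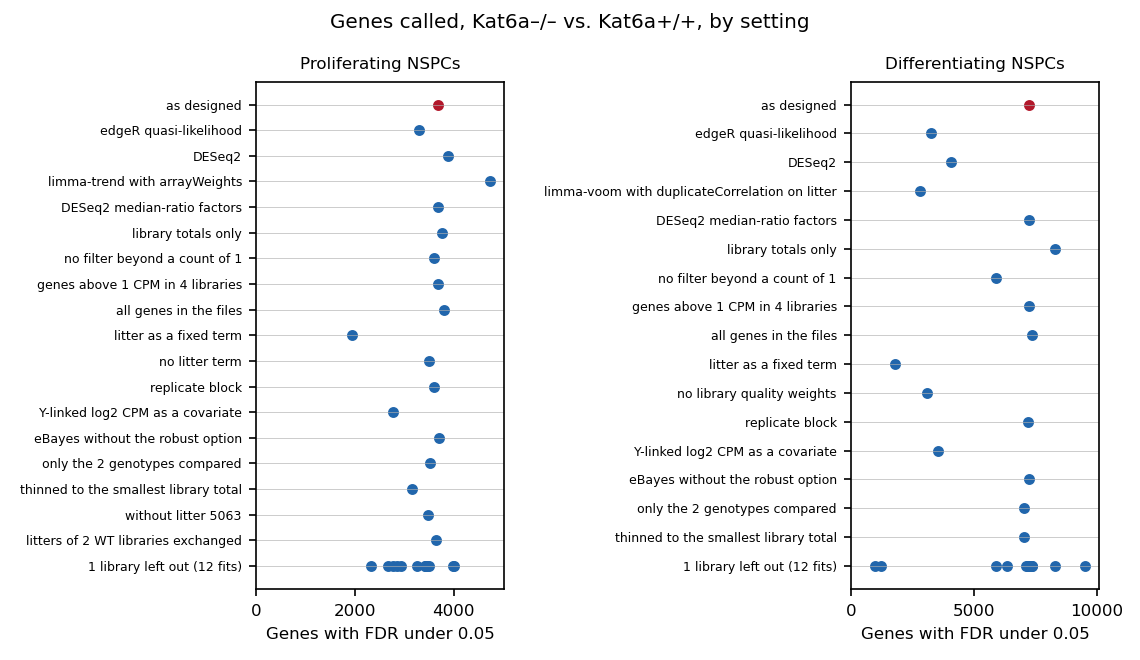
Number of genes with FDR under 0.05 in *Kat6a*–/– vs. *Kat6a*+/+ NSPCs (horizontal axis, starting at 0) under the design fixed in advance (red) and each alternative (blue), with 12 points for the fits that each left out 1 library. In differentiating NSPCs the design as fixed called 7260 genes, against 3097 without quality weights and 943 without *Kat6a*–/– replicate 3.

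Both comparisons shared 12130 tested genes, of which 2208 were called in both conditions against 2003 if the calls were independent. The direction was the same for 1539 of these (69.7%) and opposite for 669. Across all shared genes, which are not independent replicates, the log2 fold-changes correlated with r = 0.211.

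Of the 13 genes listed in advance, 12 were tested in proliferating NSPCs. In *Kat6a*–/–, 8 were called among all genes and 10 when adjusted over the list alone. In differentiating NSPCs 10 of 13 were called by both adjustments. The list was drawn up after reading the study, which named *Sox1*, *Otx1*, *Emx2*, *Dmrta2*, *Meis2* and *Eomes* from these libraries, so the list adjustment is not independent evidence. *Sox1* (chromosome 8) fell from 31.6 ± 6.65 to 4.98 ± 1.01 CPM in proliferating NSPCs (SD, n = 4; log2 fold-change −2.60, SE 0.27, limma FDR 3.89e-05) and by 2.93 on the log2 scale (SE 0.29, limma FDR 1.09e-05) in differentiating NSPCs. *Otx1* fell by 1.50 (SE 0.20) and 1.82 (SE 0.18), *Emx2* by 1.35 (SE 0.21) and 0.96 (SE 0.09), and *Meis2* by 0.92 (SE 0.10) and 1.78 (SE 0.15) on the log2 scale in proliferating and differentiating NSPCs.

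*Mki67* did not pass the threshold in proliferating NSPCs (log2 fold-change −0.24, SE 0.15, limma FDR 0.223) and fell by 3.50 (SE 0.24, limma FDR 2.5e-06) in differentiating NSPCs. *Eomes* fell by 4.29 (SE 0.35) in differentiating NSPCs. *Gfap* rose from 0.246 ± 0.224 to 3.28 ± 2.30 CPM in proliferating NSPCs (SD, n = 4; log2 fold-change 3.51, SE 0.73, limma FDR 0.00379). In differentiating NSPCs its fitted log2 fold-change was −0.80 (SE 0.46, limma FDR 0.156) although the unweighted mean was 817 ± 800 CPM in *Kat6a*–/– and 544 ± 161 CPM in *Kat6a*+/+ (SD, n = 4), and it was called without *Kat6a*–/– replicate 2 (−0.99, limma FDR 0.00720) or 4 (−1.01, limma FDR 0.0272), while the sign reversed without replicate 1 or 3, to as much as 0.65.

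*Sox2* was called in differentiating NSPCs (log2 fold-change −0.80) but not without *Kat6a*–/– replicate 1 (−0.45, FDR 0.139) or replicate 3 (−0.37, FDR 0.252). *Dmrta2* and *Tubb3* in differentiating NSPCs also lost their calls without *Kat6a*–/– replicate 1 (FDR 0.139 and 0.140) or *Kat6a*–/– replicate 3 (FDR 0.101 and 0.241). Unlike for *Sox2*, the estimates grew, from −0.42 to −0.64 and −0.78 for *Dmrta2* and from −0.74 to −1.01 and −0.92 for *Tubb3*. *Tubb3* lost its call with a smaller estimate, −0.49 to −0.68, in other fits. These were without *Kat6a*+/+ replicate 1 (FDR 0.0798), under edgeR (FDR 0.0749), with litter as a fixed term (FDR 0.136) and without quality weights (FDR 0.0744). *Kat6b* in proliferating NSPCs (log2 fold-change 0.22, limma FDR 0.0187) lost its call without *Kat6a*+/+ replicate 1 (FDR 0.0605), *Kat6a*+/+ replicate 4 (FDR 0.0552) or *Kat6a*–/– replicate 4 (FDR 0.0554), and with litter as a fixed term (FDR 0.111).

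**Figure D3:**
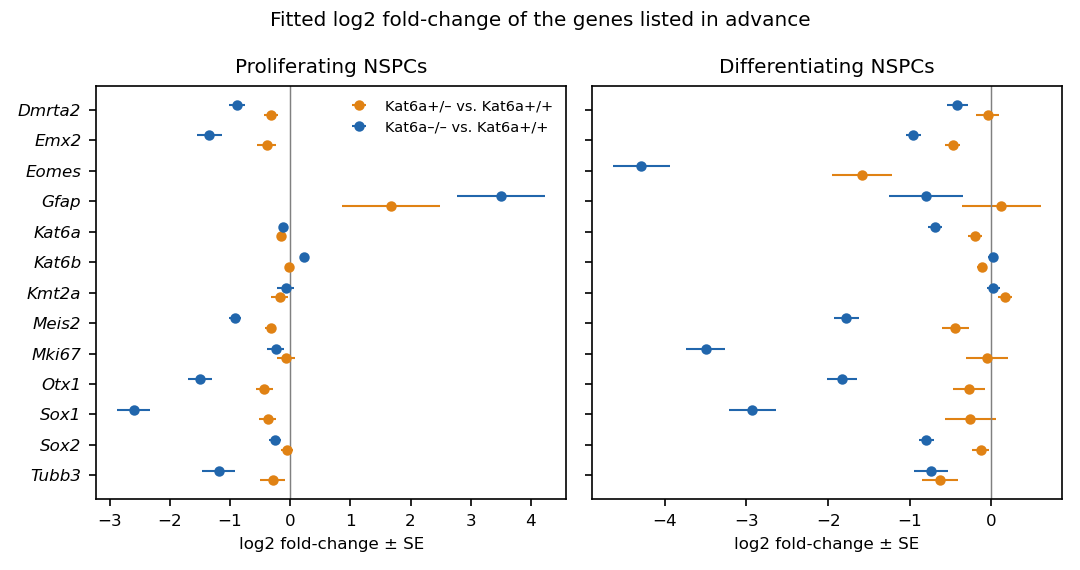
Fitted log2 fold-change ± SE (horizontal axis) of the genes listed in advance in *Kat6a*+/– (orange) and *Kat6a*–/– (blue) vs. *Kat6a*+/+ NSPCs, for proliferating and differentiating cells with 4 libraries per genotype. *Sox1* lies at −2.60 and −2.93 in *Kat6a*–/– NSPCs, and *Mki67* at −0.24 in proliferating and further left in differentiating cells.

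By the rule set in advance, the largest rises in proliferating *Kat6a*–/– NSPCs were *Nrxn3* (log2 fold-change 5.04), *Tmem179* (4.66), *Myh8* (4.43), *Pla2g7* (4.19) and *Frem1* (4.03), and the largest falls *Htr1b* (−4.61), *Nrn1* (−4.55), *Cadps* (−4.25), *Slc38a4* (−4.07) and *C1qtnf1* (−3.58). *Nrxn3* lies on mm39 chromosome 12 from 88689646 to 90301709 and *Htr1b* on chromosome 9 from 81510344 to 81515902. *Pla2g7* was not called with litter as a fixed term (FDR 0.154). In differentiating *Kat6a*–/– NSPCs the largest rises reported here were *Trabd2b* (5.32), *Lgr5* (4.59), *Adm* (4.49) and *Ahnak2* (4.31), and the largest falls *Sp9* (−5.41), *Myt1* (−4.94), *Dct* (−4.76), *Cadps* (−4.70) and *Hes5* (−4.58). *Trabd2b*, *Lgr5* and *Sp9* lost their calls without *Kat6a*–/– replicate 3 (FDR 0.127, 0.0731 and 0.0714), *Trabd2b* also without *Kat6a*–/– replicate 1 (FDR 0.0747), and *Sp9* also with litter as a fixed term (FDR 0.0679).

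Gene sets were compared to see which classes of genes moved together. In proliferating *Kat6a*–/– NSPCs, camera with the preset correlation called 9 of 20 sets, 2 higher and 7 lower, and 5 of them also passed under fry. With the correlation estimated from the data, camera called 0 sets, and the exact permutation left a smallest adjusted p of 0.0520. Sets with that value had a permutation p of 0.0286, the smallest the 4 against 4 libraries can give. Whether such sets pass depends on how many reach it, so the permutation decides nothing on them. Protocadherins were higher (median log2 fold-change 0.62, 49 of 52 genes, adjusted p 5.09e-11, higher than all *Kat6a*+/+ libraries in 4 of 4), as were astrocyte markers (median 1.41, adjusted p 2.64e-09, higher in 4 of 4). Cytosolic ribosomal protein genes were lower (median −0.40, adjusted p 5.09e-11, lower in 4 of 4). S phase genes (median −0.31, adjusted p 8.15e-07) and G2 and M phase genes (median −0.27, adjusted p 1.8e-05) were lower in 4 of 4 libraries but did not pass under fry (0.0686 and 0.0920).

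In differentiating *Kat6a*–/– NSPCs, 14 of 22 sets were called, 3 higher and 11 lower. All 14 passed under fry and 10 under the exact permutation, while camera with an estimated correlation called 0. Those 10 also had the smallest possible permutation p of 0.0286 (adjusted p 0.0484), so that passing depended on how many sets reached it. G2 and M phase genes (median −2.45, adjusted p 1.68e-39) and S phase genes (median −1.87, adjusted p 1.09e-36, 42 of 42 genes called lower) were lower in 4 of 4 libraries. Intermediate progenitor and neurogenic markers (median −2.42, adjusted p 0.000101) and ventral telencephalon genes (median −3.09, adjusted p 0.000723) were lower in 4 of 4. Interferon response genes (median 1.03, adjusted p 0.00291) were higher in 4 of 4. Mesenchymal and meningeal genes were higher (median 1.44, adjusted p 0.00291) with a permutation p of 0.0571, and did not pass without *Kat6a*–/– replicate 3 (adjusted p 0.141). Astrocyte markers did not pass (median −0.06, adjusted p 0.872, above the *Kat6a*+/+ mean in 2 of 4). Without *Kat6a*–/– replicate 1 or 3 they passed as higher (adjusted p 0.0344 and 0.00877). The study found fewer cells with the neuronal marker ßIII-tubulin in differentiating *Kat6a*–/– cultures. It cautions that its differentiating RNA results mix changes in cell composition with direct effects of KAT6A loss. The libraries do not separate these, for gene sets or for single genes.

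**Figure D4:**
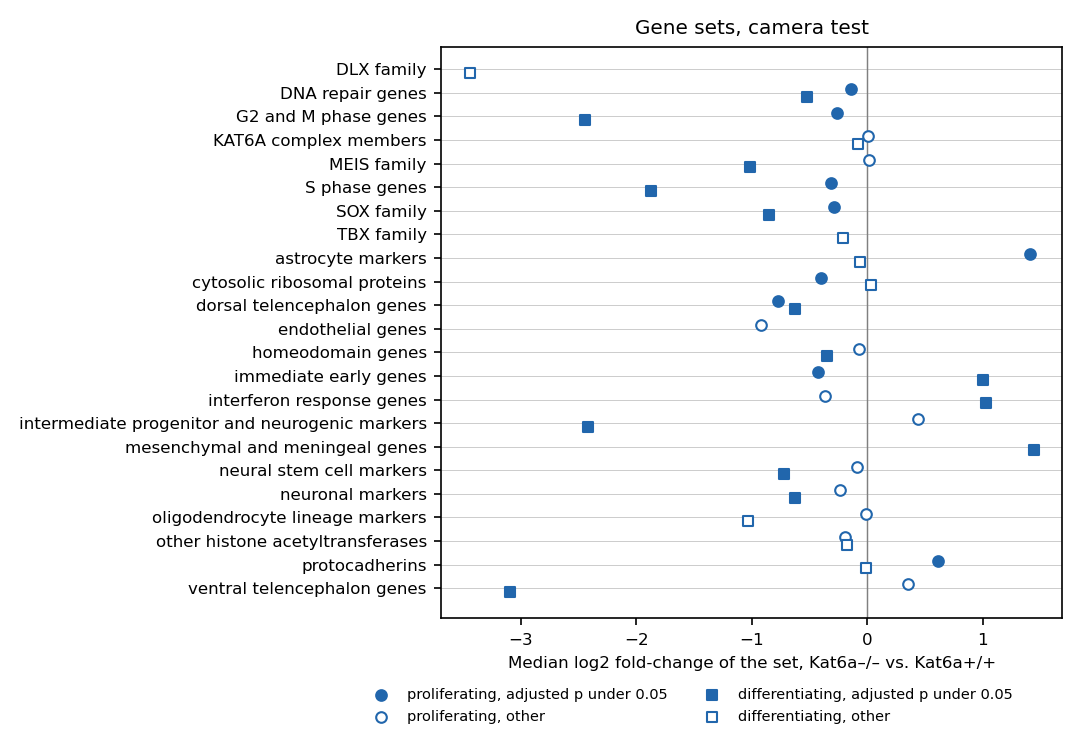
Median log2 fold-change of each gene set in *Kat6a*–/– vs. *Kat6a*+/+ NSPCs (horizontal axis) for proliferating (circles) and differentiating cells (squares). Filled symbols mark a camera test with the preset correlation and adjusted p under 0.05, such as the S phase genes at −0.31 and −1.87.

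The loss of one allele was examined in *Kat6a*+/– vs. *Kat6a*+/+ NSPCs. In proliferating NSPCs 0 genes were called and 913 had an unadjusted p under 0.05 against 614 by chance. The smallest FDR was 0.0694, shared by *St8sia4* (log2 fold-change 0.78), *Inpp4b* (0.65) and *Peg3* (−0.57). *St8sia4* and *Inpp4b* were called without *Kat6a*–/– replicate 3 (FDR 0.0352) or 4 (FDR 0.0162), and *Peg3* without *Kat6a*+/– replicate 3 (FDR 0.0402) or *Kat6a*–/– replicate 3 (FDR 0.0375). DESeq2 called 28 genes. In differentiating NSPCs 0 genes were called and 1924 had an unadjusted p under 0.05 against 667 by chance. The smallest FDR was 0.0979, shared by *Rundc3a* (−0.57), *Pnma1* (−1.31) and *Sfmbt2* (1.50). Leaving out *Kat6a*+/– replicate 3 gave 301 genes and leaving out *Kat6a*+/+ replicate 2 gave 146, with *Rundc3a* (FDR 0.0221 and 0.00628), *Pnma1* (0.0231 and 0.0217) and *Sfmbt2* (0.0258 and 0.0261) among them.

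Among the listed genes adjusted over the list alone, 4 were called in proliferating and 2 in differentiating *Kat6a*+/– NSPCs, against 0 over all genes, where 913 and 1924 genes had an unadjusted p under 0.05. Camera called 5 of 20 sets in proliferating and 10 of 22 in differentiating NSPCs, and 0 of these passed under fry, an estimated correlation or the exact permutation.

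Whether the *Kat6a*+/– profile followed the *Kat6a*–/– profile was tested across genes. In proliferating NSPCs r was 0.705 (one-sided exact permutation p = 0.0286, rank 2 of 70 splits). The mean over the splits was 0.172, and the highest other split gave 0.774. Simulated unchanged *Kat6a*+/– groups sharing the same *Kat6a*+/+ libraries gave 0.168 ± 0.0195 (SD of 20 simulations). The simulations drew each gene independently and without litter effects, so their SD is not the spread of r without an effect. With separate *Kat6a*+/+ libraries for each contrast, the median r was 0.577. Spearman's rho was 0.620 (permutation p = 0.0714). In differentiating NSPCs r was 0.624 (one-sided exact permutation p = 0.0286), against a mean of 0.148 over the splits and 0.654 in the highest other split. Simulations gave 0.175 ± 0.0160 (SD), and separate *Kat6a*+/+ libraries a median of 0.445 (0.217 to 0.499). Both used unweighted mean log2 CPM, and each separate contrast held fewer *Kat6a*+/+ libraries. The step from the fitted r to the value with separate libraries therefore mixes these changes with the end of sharing, in both conditions. Without *Kat6a*+/– replicate 4, r fell to 0.528 in proliferating NSPCs (permutation p = 0.114 over 35 splits). Roast, a rotation test rather than an exact one, gave a one-sided p = 5e-05 in both conditions, the smallest its rotations can give, where the exact permutation gave 0.0286. Roast tested the *Kat6a*–/– contrast on the 913 and 1924 genes with an unadjusted p under 0.05 in *Kat6a*+/–, weighted by their *Kat6a*+/– log2 fold-change. These genes were picked from the same libraries, and both contrasts share the *Kat6a*+/+ libraries. The roast p therefore does not test whether *Kat6a*+/– NSPCs were unchanged.

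In *Kat6a*+/+ NSPCs, differentiating cells differed from proliferating cells in 9917 of 13594 genes, 4989 higher and 4928 lower, with 4717 changed by more than 1 on the log2 scale. The condition goes with the RNA extraction kit. S phase genes fell by a median of 1.79 (camera adjusted p 6.71e-16) and astrocyte markers rose by a median of 1.33 (adjusted p 0.00624). *Tubb3* rose by 4.04 (SE 0.35, limma FDR 2e-09).

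The effect of losing both alleles differed between conditions in 1895 of 13594 genes by the interaction term, 865 higher and 1030 lower in differentiating relative to proliferating NSPCs. Without *Kat6a*–/– differentiating replicate 2, 3521 genes were called. The share of higher genes, 45.6%, ranged from 34.95% to 49.11% with each of the 24 libraries in turn as the TMM reference. Named by the rule, *Matn4* (6.17), *Plaur* (5.97) and *Sncb* (5.88) had the largest positive estimates and *Mfng* (−4.84), *Dll3* (−4.77) and *Insm1* (−4.69) the largest negative ones. *Sncb* lost its call in 7 of the 24 fits that each left out 1 library (FDR up to 0.0811), and *Plaur* without *Kat6a*+/+ differentiating replicate 4 (FDR 0.0565). *Mki67* had an interaction of −3.17 (SE 0.44, limma FDR 0.000179).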

Values the study reported

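The study reported 3718 differentially expressed genes in proliferating *Kat6a*–/– NSPCs relative to wild type, 2017 of them higher and 1701 lower. In differentiating NSPCs it gave 5691 such genes, with 2810 higher and 2881 lower. After filtering, 12,122 genes remained for proliferating and 13,155 for differentiating cells. No gene was reported below the FDR threshold in *Kat6a*+/– NSPCs. The roast test of the *Kat6a*+/– against the *Kat6a*–/– profile gave p = 0.0002 in proliferating and p = 0.0001 in differentiating NSPCs.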

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

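Tests chosen after the result was seen were those of *Xist* in the protein-coding share, litter 5063, the exchange of libraries, the exchange of reads and the TMM reference.

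Of 36 tests of single libraries against their group, 4 found a library far from the others, where chance gives about 1 in 20. The protein-coding share of counts was 98.377% in *Kat6a*+/+ proliferating replicate 1 and 98.395% in *Kat6a*+/+ differentiating replicate 2, each below the other 3 of its group. Each is the only library of its group with *Xist*, which is not protein-coding. Without *Xist* the shares were 98.555% and 98.545%. That closed 97.2% of the gap to the next library in the first and 45.7% in the second, so *Xist* is a candidate explanation for the first and for part of the second. The cause of the rest of the second gap was not tested, and no biological explanation was tested for either.

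On the first component, *Kat6a*+/+ differentiating replicate 2 lay at −16.91, nearer to the mutants than the other 3. Without X-linked genes it lay at −16.52, which argues against X-linked genes as the cause. It is the only library of its litter, so its litter remains open as a cause. On the second component, *Kat6a*–/– proliferating replicate 4 lay at 27.87. The *Kat6a*+/– library of the same litter, 5063, lay at 19.83 and the other *Kat6a*+/– libraries at 1.92 or below, which is consistent with a shift of that litter. A technical and a biological difference of the litter are not separated.

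The effect of *Kat6a* loss differed between conditions in 1895 genes by the interaction term. Of 100 splits with genotypes relabelled within each condition, 3 gave as many genes, the real one included, and the highest other gave 1965. The share of higher genes moved by 14.2 percentage points with the library taken as the TMM reference, so the balance of directions may come from scaling. The interaction was past the threshold for 11 of 23 sets (camera with the preset correlation). The median interaction was −0.56 for protocadherins, −0.26 for homeodomain genes, 0.40 for ribosomal protein genes, −1.41 for S phase genes, −2.12 for G2 and M phase genes, −0.28 for DNA repair genes, −1.85 for intermediate progenitor and neurogenic markers, −1.12 for astrocyte markers, −2.49 for ventral telencephalon genes, 1.20 for interferon response genes and 1.21 for immediate early genes. A difference in the state of the cells between conditions is a biological explanation that was not tested apart from genotype.

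The embryo label 4113_7 occurs in both conditions. Its *Kat6a*+/+ differentiating library had 211.226 CPM of Y-linked reads and its proliferating library 0.049 CPM, so the 2 cannot come from 1 embryo. An exchange of the *Kat6a*+/+ libraries numbered 1 and 2 in one condition could produce this. Those numbered 2 are labelled 4346_7 in proliferating and 4364_7 in differentiating NSPCs. Their Y-linked reads differed the other way, at 220.385 and 0.109 CPM. Whether these 2 labels stand for 1 embryo is not known. Deviations from the group means correlated with a mean r of 0.00515 for the exchanged pairs (0.163 and −0.152) and −0.017 for the pairs as labelled (−0.149 and 0.115). Of the pairs as labelled, only that numbered 1 shares an embryo label. The other 5 pairs with one embryo label averaged −0.0255, so the test cannot recognise an embryo, and an exchange and another labelling error cannot be told apart by it. Both libraries are *Kat6a*+/+, so an exchange between them leaves the genotype groups as they are.

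In differentiating NSPCs, 4 libraries with *Xist* also had Y-linked reads, at 1.6 and 1.63 CPM in *Kat6a*+/– replicates 1 and 3 and 1.284 and 1.32 CPM in *Kat6a*–/– replicates 2 and 4. That is 0.604% to 0.767% of the male level, while the other 3 such libraries had at most 0.498 CPM. An exchange of reads among all differentiating libraries would bring *Xist* into male libraries, where it reached at most 0.0658% of the female median, which argues against it. All 103 of these reads, or 100%, lay on the 4 Y-linked genes highest in males. A small share of male cells or RNA in those 4 libraries is consistent with this, and so is a one-way carry-over of reads from male libraries, which was not tested.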

How the results depend on the processing

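Tests chosen after the result was seen were the fits without litter 5063, with the litters of 2 *Kat6a*+/+ libraries exchanged, without weights for r, sets and named genes, with the Y-linked covariate in the interaction, and with other TMM references.

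The 3688 genes in proliferating *Kat6a*–/– NSPCs fell to 1936 with litter as a fixed term and ranged from 2318 to 4012 across the 12 fits that each left out 1 library. The 7260 genes in differentiating *Kat6a*–/– NSPCs fell to 3246 under edgeR, 4077 under DESeq2, 2808 with limma-voom and litter, 1794 with litter as a fixed term, 3097 without quality weights and 3513 with the Y-linked covariate, and ranged from 943 to 9511 across the 12 fits that each left out 1 library. Removing the weights is a direct change, and the weights account for the difference between 7260 and 3097. For litter as a fixed term, an effect of litter and the loss of libraries alone in their litter are not separated. For the remaining settings the cause was not tested. Of 79 gene counts under settings that kept every library or left out a litter, 67 were scored the same, 7 weaker and 5 stronger. The same meant 0 for a reported count of 0, and within 1.5 times the count otherwise. The 7 weaker ones were the fall to 1936 and the falls of 7260 under other settings given above. The pooled share therefore says little on the 7260. The 0 genes in proliferating *Kat6a*+/– became 28 under DESeq2, 6 with limma-trend and weights and 3 with only those 2 genotypes fitted, and 0 to 6 when 1 library was left out. The 0 genes in differentiating *Kat6a*+/– became 8 under DESeq2 and 1 without a filter, and 0 to 301 when 1 library was left out. DESeq2 had 12.8% false calls in the simulated differentiating comparison. The contrast between conditions ranged from 9283 to 10299 and the interaction from 1266 to 3521 when 1 library was left out.

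For r in proliferating NSPCs, Spearman's rho was 0.620 (permutation p = 0.0714), separate *Kat6a*+/+ libraries gave 0.577, the fit without litter 5063 gave 0.575 (permutation p = 0.0857) and leaving out 1 library gave 0.528 to 0.764. In differentiating NSPCs separate *Kat6a*+/+ libraries, compared without weights, gave 0.445 and leaving out 1 library gave 0.526 to 0.645. Of these 24 fits, 17 had a permutation p of 0.05 or more. Without a *Kat6a*+/+ or *Kat6a*+/– library only 35 splits remain, where rank 2 gives a permutation p = 0.0571, but other such fits fell to lower ranks, with p up to 0.143 in proliferating and 0.114 in differentiating NSPCs. With all 70 splits the permutation p was 0.0571 without *Kat6a*–/– replicate 2 in proliferating NSPCs, and 0.0571 and 0.0857 without *Kat6a*–/– replicates 1 and 3 in differentiating NSPCs.

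The replicate number as a block gave r = 0.723 (permutation p = 0.0571) in proliferating and 0.578 (permutation p = 0.171) in differentiating NSPCs, and 3608 and 7224 genes in *Kat6a*–/–. Libraries with the same number did not deviate together (mean r 0.0166 and −0.161), so the numbers do not pair the libraries.

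Camera with an estimated correlation called 0 sets in all 4 comparisons, against 9, 5, 14 and 10, and fry called 0 in both *Kat6a*+/– comparisons. Leaving out 1 library gave 8 to 9 sets in proliferating *Kat6a*–/–, 1 to 10 in proliferating *Kat6a*+/–, 11 to 15 in differentiating *Kat6a*–/– and 1 to 11 in differentiating *Kat6a*+/–. Astrocyte markers in differentiating *Kat6a*–/– NSPCs turned from lower, without passing, to higher without replicate 1 (adjusted p 0.0344) and without replicate 3 (0.00877), with adjusted p up to 0.951 in the other fits that left out 1 library. For sets and genes a change of direction was counted only where one of the fits passed the threshold. Among named genes, 24 of 1368 results became weaker and 22 stronger when 1 library was left out, and 7 of 305 became weaker under other settings. Among single sets the corresponding numbers were 49 weaker and 2 stronger of 516, and 62 weaker of 242. The filter at 1 CPM left the same genes in proliferating NSPCs and tests nothing there.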

Other observations

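Tests chosen after the result was seen were those of sex, library size, litter 5063, the hypoxia genes, the fibroblast transcripts, the quality weights and the splits without weights. The fits that the tests of sex and library size used, with the Y-linked covariate and with thinned libraries, had been planned as alternatives.

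The one-sided roast p was 5e-05 in both conditions. That is the smallest the rotations can give. The study does not state whether its roast test was one-sided, nor its number of rotations. Its values quoted above therefore cannot be ranked against this one.

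Other splits of the libraries were fitted in the same way. For proliferating *Kat6a*–/– NSPCs, 1 of 35 splits, the real one, gave as many genes, and the highest other split called 0. For differentiating *Kat6a*–/– NSPCs, 5 of 35 splits gave as many as 7260 genes with weights. The other 4 each exchanged 1 pair of libraries, and the highest called 7933. Without weights 1 of 35 splits reached 3097 genes and the highest other called 408. The count of 7260 is thus no evidence on its own, while the difference between genotypes is carried by the fit without weights. The unadjusted counts for *Kat6a*+/– were reached by 6 of 35 splits in proliferating and 10 of 35 in differentiating NSPCs, so neither exceeds what regrouping gives. The contrast between conditions was reached by 1 of 35 splits.

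Technical explanations of the *Kat6a*–/– calls were tested. Thinning all libraries to the smallest total left 3161 genes in proliferating NSPCs, which argues against unequal depth. With the Y-linked covariate 2691 of 3688 calls stayed in proliferating NSPCs. In differentiating NSPCs 3491 of 7260 stayed, fewer than most, a line set after the counts were seen, so the effects of sex and genotype cannot be told apart there for the calls that were lost, since 3 of 4 *Kat6a*+/+ and 1 of 4 *Kat6a*–/– libraries had Y-linked reads. Genes within 10 Mb of *Kat6a*, where alleles of the targeted strain would remain, were called in 29.9% of cases in proliferating NSPCs against 30.0% elsewhere (one-sided Fisher's exact p = 0.554).

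Removing each library's trend with gene length or GC content left the following 5 sets past the threshold. The adjusted p for ribosomal protein genes was 1.56e-08 after length and 2.43e-09 after GC, and for protocadherins 3.8e-11 and 1.52e-11, in proliferating NSPCs. In differentiating NSPCs it was 1.84e-38 and 1.84e-36 for S phase genes, 5.82e-41 and 1.35e-39 for G2 and M phase genes, and 0.00199 and 0.00186 for interferon response genes. Neither trend is the whole cause of these 5 shifts. Immediate early genes in proliferating *Kat6a*–/– NSPCs (median log2 fold-change −0.43, adjusted p 0.0358, below the *Kat6a*+/+ mean in 3 of 4) no longer passed after length (0.0523) or GC (0.0979). Reads shared between protocadherin paralogs were not tested.

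Litter 5063 holds a *Kat6a*+/– and a *Kat6a*–/– library and no *Kat6a*+/+ library in proliferating NSPCs. Without it r between the profiles was 0.575 (permutation p = 0.0857), above the simulated mean of 0.168 but no longer past the threshold. Leaving out only its *Kat6a*+/– library gave r = 0.528, the lowest of the 12 fits that each left out 1 library, which reached up to 0.764. That value rests on 1 library. An effect of the litter on r therefore cannot be told apart from that library or from the smaller number of libraries.

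Hypoxia response genes were lower in proliferating *Kat6a*–/– NSPCs. Leaving out those noticed beforehand, 23 of 24 genes were lower with a median log2 fold-change of −0.76, but the permutation p was 0.0571. In differentiating NSPCs the same list leaned the other way, with 16 of 24 genes higher and 8 lower (median 0.29, permutation p = 0.0571). A lower hypoxia response may contribute to the first component in proliferating NSPCs. The spread between libraries leaves this open, and so does a difference in culture density, which was not tested.

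*Col1a1* and *Fn1* rose in differentiating *Kat6a*–/– NSPCs (log2 fold-change 5.19 and 4.15, picked after their values were seen). Admixed fibroblast-like cells could raise them. A first test counted 8 of the 10 tested fibroblast transcripts as higher (permutation p = 0.114) and decided nothing. A second rule, set after those values were seen, asked how many of the 14 listed transcripts stayed under 1 CPM in *Kat6a*–/– or below 1.5 times the *Kat6a*+/+ mean, and 8 did. *Col3a1*, *Dcn* and *Lum* had means of 0.327, 0.502 and 0 CPM in *Kat6a*–/– while *Col1a1* had 99.3 CPM, and *Pdgfra* fell from 42.5 to 9.06 CPM. This argues against admixture as the source, with the caution that the rule followed the data. The list shares genes with the mesenchymal set, and *Sparc* and *Pdgfra* are also expressed by neural cells.

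The astrocyte markers in differentiating *Kat6a*–/– NSPCs leaned lower with weights and higher without them (adjusted p 0.150 without weights). They did not pass in either fit, so the weights are not why a called shift is absent. Of the *Kat6a*–/– libraries, 2 lay above and 2 below all *Kat6a*+/+ libraries (permutation p = 0.514), and the cause of this spread was not tested.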
